A study of Mus musculus with 18 samples. Its data were reported in "Ribosomal S6 kinase 1 regulates inflammaging via the senescence secretome" (2024).

How the data were processed

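Poly(A) RNA from 18 cultures of mouse embryonic fibroblasts (MEFs) was measured by RNA-seq. MEFs are primary cells grown from minced mouse embryos, here without head and viscera. The labels give 6 groups of 3 libraries in 2 genetic series. The S6K1 series holds wild-type (WT) cells with an empty retroviral vector (EV), WT cells with a vector for an oncogenic form of RAS, and S6K1 knockout (KO) cells with RAS. The S6K1/S6K2 series holds WT EV, WT RAS and S6K1/S6K2 double knockout (DKO) RAS cells. No KO or DKO library with EV was analysed here. S6K1 and S6K2 are the ribosomal S6 kinases encoded by Rps6kb1 and Rps6kb2.

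The authors deposited raw counts per gene. Per the methods of the study, single-end reads from stranded libraries were mapped to the mm9 mouse genome with TopHat and counted with HTSeq. The table has 1 column per library. The deposited count table lists 55401 versioned Ensembl gene identifiers, of which 25336 have no count in any library. Its identifiers belong to a later annotation than the GENCODE annotation of NCBIM37 (the assembly of mm9) used here for positions, so the annotation and build behind the counts are not settled. Positions were taken by identifier from the NCBIM37 annotation and describe the genes, not the read counting. A symbol was found for 32589 identifiers, which held 99.1% of all counts. Single-end counting can misassign reads between near-identical paralogs, and the chemokine and schlafen gene families named here are subject to this.

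The total count per library was between 8319445 and 14402442. A floor of 3 counts was taken as the limit that a count of 0 allows, and a gene with all libraries of a group at or below it was given a bound in place of a fold change. Binomial confidence intervals were exact (Clopper-Pearson, 95%), were taken over numbers of genes and treat genes as independent. The floors cover counting error only, as the reads carry no molecular identifiers. Replicates were compared by a chi-square test over genes. The lowest chi-square per degree of freedom of the 18 replicate pairs was 8.62, so no pair was counted as 1 sample.

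Counts were analysed in R 4.3.3 with edgeR 4.0.16. Each series was fitted alone over its 9 libraries, with group as the only term. Genes were kept by filterByExpr (minimum count 10) and scaled by TMM. Tests were edgeR's two-sided quasi-likelihood tests with Benjamini-Hochberg adjustment and a threshold of 0.05. The study used DESeq2, which is an alternative here (version 1.42.0). The 4 comparisons were RAS WT against EV WT and RAS KO or DKO against RAS WT, each within its series. For 2 further contrasts over all 18 libraries, the RAS effect and the loss effect of the S6K1 series were subtracted from those of the S6K1/S6K2 series. The series were separate experiments, so series and any batch cannot be told apart in those contrasts. Levels are counts-per-million (CPM) scaled within each series, as mean ± SD over 3 libraries, unless stated otherwise.

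Gene lists were tested with camera in limma 3.58.1 (two-sided, preset correlation 0.01, 28 tests adjusted together), with fry and camera with an estimated correlation beside it. The study's cytokine list (14 genes) was chosen by the study on these libraries, so its tests are not independent evidence. The other lists were compiled for this work: interferon response (71 genes), NF-κB targets (38), DNA sensing (42), other SASP (secreted factors and proteases, 33), cell cycle (61) and ERK output (20). DNA sensing shares 4 genes with the study's cytokine list, 3 with the interferon list and 3 with the NF-κB list. Of the 71 interferon genes, 67 had an identifier. Marker lists for macrophages (29 genes), endothelial (16), muscle (12), epithelial (7) and neural cells (6) and for sex (5) were used in the closing observations alone. Groups, tests, lists, the alternatives tried and the rule for named genes were fixed before the data were examined, except where stated otherwise. By that rule the text names, per comparison, up to 3 genes with the highest and 3 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean of at least 100 counts and no overlap between the groups, together with 7 fixed genes (Rps6kb1, Rps6kb2, Hras, Cdkn2a, Cdkn1a, Il1a and Il1b) and the study's cytokine list.

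Replicate numbers from the labels were checked for pairing by correlating deviations from the group means between libraries with the same number. EV and RAS libraries with the same number are taken as one WT line, and the study describes S6K1 KO and WT embryos as littermates. The correlations were 0.655, 0.422 and 0.646 for RAS against EV and 0.672, 0.373 and 0.599 for KO against WT in the S6K1 series. They were 0.381, 0.304 and 0.301 for RAS against EV in the S6K1/S6K2 series. The fit with the replicate number as a block was an alternative for all comparisons. Other alternatives were DESeq2, DESeq2 size factors, upper-quartile scaling, no filter, at least 10 counts in every library, the 6 compared libraries or all 18 libraries in the fit, an absolute log2 fold change of at least 1, and leaving out each library in turn.

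The steps were tested on simulated counts with 200 changed genes. At a fold of 4, edgeR recovered 82.5% of the changed genes among 13844 genes of the S6K1 series and 82% among 13681 genes of the S6K1/S6K2 series, with 5.17% and 5.75% of calls false. At a fold of 2 it recovered 23% and 35.5%, with 9.80% and 8.97% false. DESeq2 recovered 88.5% and 86% at a fold of 4, with 19.9% and 21.1% of calls false, and 62% and 58.5% at a fold of 2, with 26.2% and 19.3% false. With simulated line differences, the share recovered at a fold of 4 was 97.5% with the replicate block and 48% without it, among 13832 genes. Here the dispersion was lowered and line differences were drawn for each gene alone. A gain from the block was thus built in, and these shares do not compare with those above. A difference between series was recovered for 68.5% of changed genes among 14281.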

Results

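To examine how ribosomal S6 kinases affect gene expression during senescence driven by an oncogene, RNA-seq counts from 18 MEF libraries were compared. Oncogenic RAS drives primary fibroblasts into senescence, a lasting arrest of proliferation with secretion of cytokines, chemokines and proteases, abbreviated SASP. In the S6K1 series, WT cells with EV, WT cells with RAS and S6K1 KO cells with RAS were measured, with 3 libraries in each group. The S6K1/S6K2 series held WT EV, WT RAS and DKO RAS cells, also with 3 libraries in each group. Total counts per library were between 10990018 and 14402442 in WT EV, 11366404 and 12413433 in WT RAS, and 11377705 and 13509266 in KO RAS of the S6K1 series. Those of the S6K1/S6K2 series were 10679435 to 11253938 in WT EV, 8319445 to 11077111 in WT RAS and 9952697 to 10927622 in DKO RAS. The library with the lowest total (WT RAS replicate 2 of the S6K1/S6K2 series) and that with the highest (WT EV replicate 1 of the S6K1 series) set the range of precision. A count of 0 allowed a level of up to 0.361 CPM in the first of these libraries and 0.208 CPM in the second.

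The targeted genes were examined first, as a check of the labels. Rps6kb1 (ENSMUSG00000020516.15), which encodes S6K1, lies on chromosome 11 from 86312373 to 86358307 on the minus strand of NCBIM37. In the S6K1 series its level (mean ± SD, n = 3) was 93.1 ± 9.62 CPM in WT EV, 69.0 ± 6.74 CPM in WT RAS and 30.6 ± 6.75 CPM in KO RAS. The KO libraries had 23.5, 31.3 and 37 CPM, and the WT RAS libraries had 61.6, 70.9 and 74.6 CPM. Its log2 fold change with S6K1 loss was −1.17 (SE 0.17), with an adjusted p of 0.234 in edgeR over all genes and 0.000101 with the replicate block. Rps6kb1 in the S6K1/S6K2 series had 87.8 ± 4.02 CPM in WT EV, 80.6 ± 4.45 CPM in WT RAS and 37.5 ± 2.70 CPM in DKO RAS, where the 3 libraries had 34.5, 39.7 and 38.2 CPM. The log2 fold change with loss of both kinases was −1.11 (SE 0.11, adjusted p 0.00908 in edgeR). Rps6kb1 transcript therefore fell in every KO and DKO library and stayed above the floor. Rps6kb2 (ENSMUSG00000024830.17), which encodes S6K2, lies on chromosome 19 from 4156706 to 4163354 on the minus strand. It had 27.1 ± 3.18 CPM in WT EV, 25.8 ± 2.68 CPM in WT RAS and 2.84 ± 0.186 CPM in DKO RAS, with 2.68, 3.04 and 2.80 CPM in the DKO libraries (log2 fold change −3.18, SE 0.17, adjusted p 7.44e-05 in edgeR). Rps6kb2 was not targeted in the S6K1 series, where it was at 22.3 ± 2.72, 22.95 ± 0.752 and 22.3 ± 2.18 CPM in WT EV, WT RAS and KO RAS.

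The libraries were next compared by principal components over 14483 genes. The first component held 42.5% of the variance and parted the EV libraries, at −99.5 to −52.5, from the RAS libraries, at 20.3 to 50.5. The second component held 26.1% and did not follow the groups alone. In the S6K1 series, replicates 1 and 2 of WT RAS were at 71.2 and 66.6 and replicate 3 was at 6.26, and the EV replicates with the same numbers were at 52.4, 45.9 and −2.99.

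**Figure D1:**
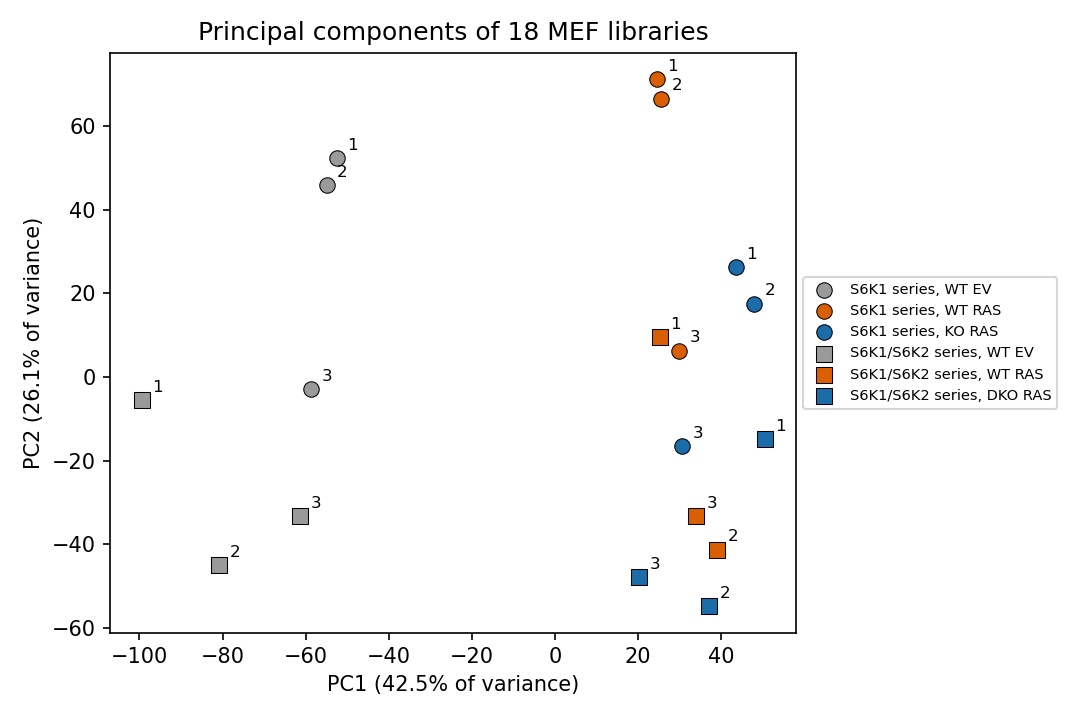
First (x axis) and second (y axis) principal components of log2 CPM over 14483 genes, in arbitrary units, with 1 point per library, the shape giving the series, the colour the group and the number the replicate. EV libraries lie at −52.5 or lower and RAS libraries at 20.3 or higher on the first component, and replicate 3 lies below replicates 1 and 2 in all 3 groups of the S6K1 series on the second.

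To ask what RAS changed in WT cells, RAS WT was compared with EV WT. Within the S6K1 series, 1859 of 14036 tested genes had an adjusted p under 0.05 in edgeR, with 1004 higher and 855 lower. Of the tested genes, 3710 had an unadjusted p under 0.05, where 702 were due by chance. The alternative that moved this count most was the replicate block, with 5085 genes, which included all 1859. It also depended on single libraries, falling to 1043 without WT RAS replicate 2, 1136 without WT EV replicate 2 and 1185 without WT RAS replicate 1. For the S6K1/S6K2 series, 3646 of 13881 tested genes passed the threshold, with 1880 higher and 1766 lower, and 5524 had an unadjusted p under 0.05. This count fell to 2050 without WT RAS replicate 2, 2195 without WT RAS replicate 3 and 2316 without WT EV replicate 2. Among 13550 genes tested in both series, 1363 were called in both, where 472 were expected from the 2 counts, and 1357 of them changed in the same direction (782 higher, 575 lower). The Spearman correlation of the RAS log2 fold changes across these genes was 0.609, with genes not being independent replicates. The difference between the 2 RAS effects was tested over all 18 libraries. No gene of 14483 passed the threshold in edgeR (smallest adjusted p 0.0571), and 1819 had an unadjusted p under 0.05. With the replicate block 58 genes passed, 37 with a higher and 21 with a lower RAS effect in the S6K1/S6K2 series.

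Hras (ENSMUSG00000025499.18, chromosome 7 from 148375004 to 148379904) rose with RAS by a log2 fold change of 0.93 (SE 0.14, adjusted p 0.00290 in edgeR) in the S6K1 series, from 61.8 ± 10.9 to 117.5 ± 2.35 CPM. Its rise in the S6K1/S6K2 series was 0.75 (SE 0.15, adjusted p 0.00568 in edgeR). The RAS vector of the study carries an oncogenic HRAS, and reads from it may be counted at Hras. The rise is therefore a check of the labels and does not show that the mouse gene was induced. Cdkn2a (ENSMUSG00000044303.6, chromosome 4 from 88920377 to 88940557), which encodes the cell cycle inhibitor p16Ink4a and the protein p19Arf, rose from 126 ± 19.7 to 253 ± 32.4 CPM in the S6K1 series (log2 fold change 1.00, SE 0.18, adjusted p 0.00652 in edgeR) and from 118 ± 34.0 to 275 ± 8.05 CPM in the S6K1/S6K2 series (log2 fold change 1.23, SE 0.19, adjusted p 0.00184). Gene counts cannot part its 2 products. Cdkn1a (ENSMUSG00000023067.14, chromosome 17 from 29227924 to 29237667) moved by 0.04 and 0.37 and passed the threshold in neither series (adjusted p 0.869 and 0.298 in edgeR). By the fixed rule, the genes with the highest log2 fold changes in the S6K1 series were 1600029D21Rik, Mmp1a and Add2. Their EV libraries were at or under the floor, so the changes are bounds of at least 7.77, at least 7.88 and at least 6.35. The lowest were Fmod (−6.93), Col8a2 (−4.92) and Gucy1a3 (−4.82). In the S6K1/S6K2 series the highest were Csn3 (at least 7.64), Mmp10 (9.69) and Areg (7.29), and the lowest were Fmod (−7.38), Comp (at most −6.97) and Lypd1 (at most −6.47). Csn3 was uneven between replicates, at 11.3, 33.5 and 113 CPM in the WT RAS libraries. All 12 of these changes had an adjusted p of 0.00485 or less in edgeR and no overlap between the 3 EV and the 3 RAS libraries.

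The cytokines Il1a and Il1b, which the study follows, had too few counts to be tested. Il1b (ENSMUSG00000027398.13, chromosome 2 from 129190306 to 129196875) had 0.0729 ± 0.0746 CPM in WT EV of the S6K1 series, with no library above the floor. It had 0.598, 4.75 and 0.241 CPM in the WT RAS libraries (mean at least 2.98 higher on the log2 scale) and 0.273, 1.38 and 0.250 CPM in the KO RAS libraries, so replicate 2 held most of the signal in both RAS groups. Il1a (ENSMUSG00000027399.1, chromosome 2 from 129125346 to 129135708) had 0.0712 ± 0.0697 CPM in WT EV, 1.13 ± 0.699 CPM in WT RAS (at least 2.25 higher) and 0.239 ± 0.195 CPM in KO RAS. In the S6K1/S6K2 series Il1b was at 0.237 ± 0.219 CPM in WT RAS and 0.0639 ± 0.0556 CPM in DKO RAS, where depth allowed no bound on a fall. Il1a was at 0.390 ± 0.413 and 0.0661 ± 0.114 CPM, a log2 change of at most −0.42 by the floor, which rests on a single WT RAS library with 8 counts (0.864 CPM, against 0.119 and 0.185 CPM in the others).

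To ask what loss of S6K1 changed in cells with RAS, KO RAS was compared with WT RAS. A single gene of 14036, Dhx40, passed the threshold in edgeR, and 963 genes had an unadjusted p under 0.05, where 702 were due by chance. Dhx40 (ENSMUSG00000018425.18, chromosome 11 from 86582348 to 86621198), a gene near Rps6kb1, fell from 121 ± 8.12 to 57.1 ± 2.59 CPM (log2 fold change −1.08, SE 0.10, adjusted p 0.0168 in edgeR). Its level in WT EV was 69.1 ± 0.949 CPM. The replicate block moved the count most, to 583 genes (77 higher, 506 lower), with 2497 at an unadjusted p under 0.05. Without WT RAS replicate 3 the count was 22, and it was 0 in the other 5 fits that each left out one library, where 437 to 853 genes had an unadjusted p under 0.05. Cdkn2a changed by 0.16 (SE 0.18) and Cdkn1a by 0.22 (SE 0.12), neither past the threshold (adjusted p 0.997 and 0.874 in edgeR).

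The same question was asked for the loss of both kinases. Of 13881 genes, 3 passed the threshold in edgeR, namely Rps6kb1 and Rps6kb2, which were lower in DKO RAS, and ENSMUSG00000093483, which has no symbol here and was higher. The last falls outside the rule for named genes and was named after its values were seen. It rose from 0.622 ± 0.134 to 5.77 ± 1.09 CPM (log2 fold change 3.18, SE 0.39, adjusted p 0.0491 in edgeR). ENSMUSG00000093483 also rose after S6K1 loss alone, from 0.894 ± 0.293 to 6.16 ± 1.60 CPM (log2 fold change 2.77, SE 0.32, adjusted p 0.0741 in edgeR and 0.000307 with the replicate block), with no overlap between the 3 WT RAS and the 3 KO RAS libraries. Only 179 genes had an unadjusted p under 0.05, fewer than the 694 due by chance. DESeq2 called 10 genes and the fit without a filter called 11. Cdkn2a changed by 0.02 (SE 0.18) and Cdkn1a by 0.10 (SE 0.25), with an adjusted p of 1.00 for both in edgeR. Dhx40 was 137 ± 20.3 CPM in WT RAS and 67.5 ± 4.87 CPM in DKO RAS (log2 fold change −1.02, adjusted p 0.206 in edgeR).

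**Figure D2:**
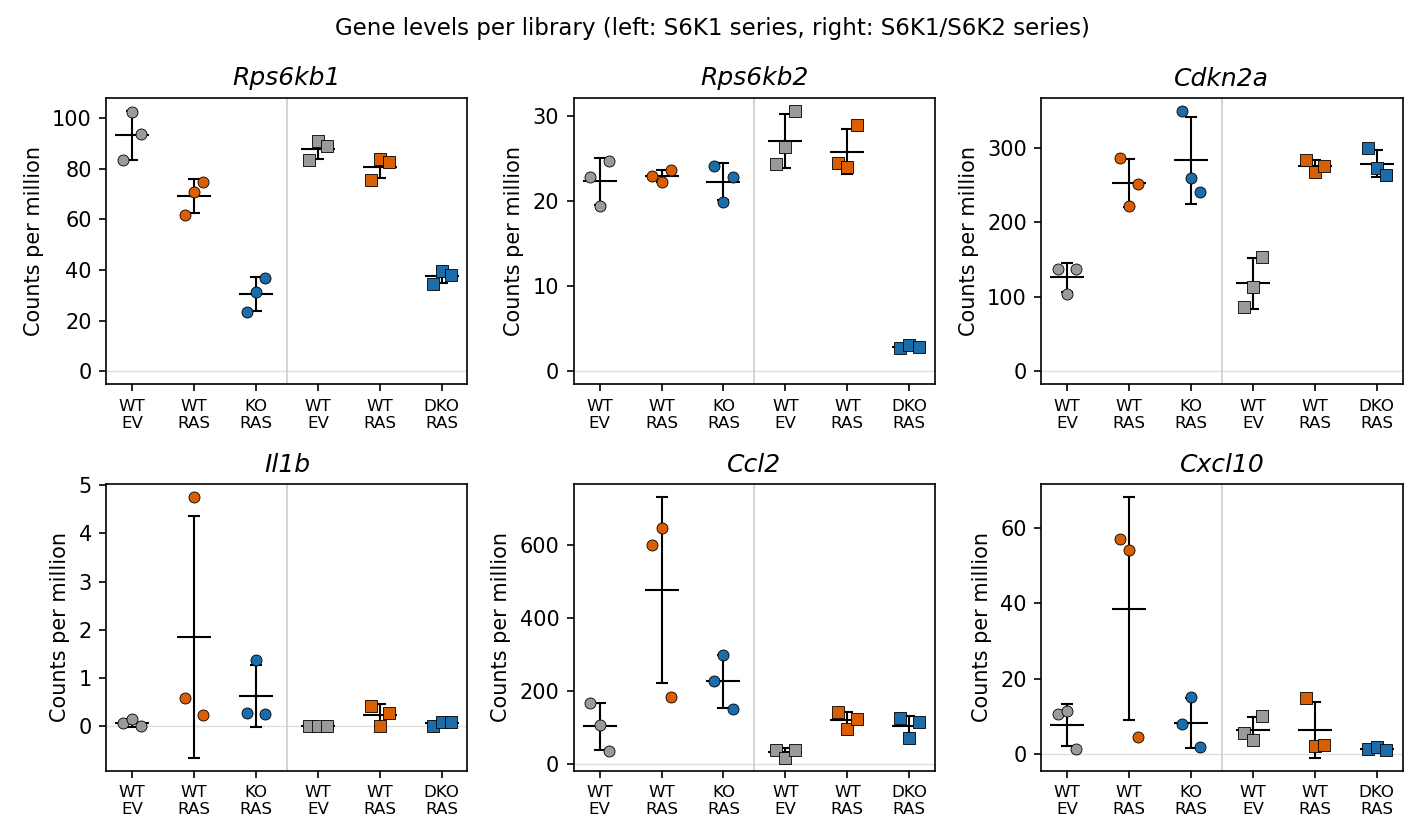
Levels of 6 genes in CPM (y axis, linear) in each library by group (x axis), with points for the 3 libraries, a bar for the mean and error bars for 1 SD. Rps6kb1 is lower in KO RAS and DKO RAS than in WT RAS, Rps6kb2 is lower in DKO RAS alone, Cdkn2a is higher in the RAS groups than in EV, and the WT RAS values of Il1b, Ccl2 and Cxcl10 in the S6K1 series spread widely, from 0.241 to 4.75, 184 to 647 and 4.42 to 57.1 CPM.

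The loss effects were then compared between series. Their Spearman correlation across 13550 genes was 0.148, and 54.3% of genes had the same sign. The value went from −0.0777 without WT RAS replicate 1 of the S6K1/S6K2 series to 0.293 without WT RAS replicate 1 of the S6K1 series, and it was −0.0155 without KO RAS replicate 1. When the difference between the 2 loss effects was tested, Rps6kb2 alone passed the threshold (log2 difference −3.11, SE 0.20, adjusted p 9.10e-07 in edgeR), and 178 of 14483 genes had an unadjusted p under 0.05. To ask whether loss counteracted RAS across genes, the share of RAS-raised genes with a lower level after loss was compared with 100 simulated unchanged groups set against the same WT RAS libraries. Of the 1004 RAS-raised genes of the S6K1 series, 452 (45.0%, 95% CI 41.9 to 48.2) were lower in KO RAS. The simulated share was 61.0 ± 1.34% and at least as high as the observed one in 100 of 100 simulations. The share was 34.98% without KO RAS replicate 3 and 59.3% without WT RAS replicate 3. For DKO, 1112 of 1880 genes (59.1%, 95% CI 56.9 to 61.4) were lower in DKO RAS, against 59.3 ± 1.02% in the simulations, with 57 of 100 at least as high. This share went from 44.4% without DKO RAS replicate 3 to 71.9% without DKO RAS replicate 1. Among all tested genes 43.4% were lower in KO RAS and 50.1% in DKO RAS. The 45.0% of RAS-raised genes was therefore close to the share of all genes in KO RAS. Of the RAS-lowered genes, 56.0% of 855 were higher in KO RAS and 61.8% of 1766 in DKO RAS, with no simulated share to compare. The intervals treat genes as independent, which they are not. In both series the share moved far more when 1 library was left out than between simulations. The simulated spread therefore leaves out differences between libraries, and 100 of 100 overstates the evidence.

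Gene lists were tested to ask which programs moved with RAS and with loss. With the preset correlation of camera, 19 of 28 tests passed the threshold, 10 of them in the loss comparisons. With an estimated correlation 0 of 28 passed, with unadjusted p values from 0.00655 to 0.830. Under fry 4 of 28 passed, which were ERK output and other SASP in both RAS comparisons. With the replicate block fry passed 11 of 28 tests. The camera calls for loss therefore hold under neither alternative without the block.

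In the S6K1 series, 10 genes of the study's cytokine list were tested and all 10 were higher with RAS (median log2 fold change 2.05, adjusted camera p 0.0119). Of these, 2 passed in edgeR over all genes (Ccl6 and Ccl2) and 4 when adjusted over the list alone, and 8 passed over all genes with the replicate block. Ccl6 rose by 4.68 (SE 0.90, adjusted p 0.00885) and Ccl2 by 2.21 (SE 0.60, adjusted p 0.0397), from 103 ± 65.3 to 478 ± 255 CPM. With S6K1 loss all 10 were lower (median −2.36, adjusted camera p 1.63e-08), from −0.73 for Vcam1 to −3.37 for Ccl3. None of the 10 passed over all genes in edgeR, 6 had an unadjusted p under 0.05, 6 passed when adjusted over the list alone, and 9 passed over all genes with the block, where fry gave an adjusted p of 0.00280 for the list. The list was chosen by the study on these libraries, so the count over the list alone is not independent evidence. Mean log2 CPM of the list fell from WT RAS to KO RAS by 2.27, 2.30 and 1.26 in the pairs of replicates 1, 2 and 3, but the groups overlapped, at 3.05 to 5.82 in WT RAS and 1.78 to 3.53 in KO RAS. Only 6 genes of the list were tested in the S6K1/S6K2 series. With RAS 4 were higher and 2 lower (median 1.29, adjusted camera p 0.389). The median was −0.44 without WT RAS replicate 1 and −0.30 without WT EV replicate 2, 0.30 without a filter and 0.0026 with at least 10 counts in every library. With the replicate block it was 1.41, with 5 genes passing over all genes against 3 without the block, and fry then passed (adjusted p 0.00750, against 0.512 without the block) while camera did not (0.0522). Ccl6 rose by 4.34 (adjusted p 0.00784 in edgeR) and Ccl2 by 1.96 (adjusted p 0.00250), and Vcam1 fell by 1.24 (adjusted p 0.00201). With loss of both kinases all 6 were lower (median −2.06, adjusted camera p 4.86e-08), with 0 passing over all genes, 3 at an unadjusted p under 0.05 and 1 passing when adjusted over the list alone. This median was −0.64 without WT RAS replicate 1 and −0.39 with at least 10 counts in every library (adjusted camera p 0.00120). The difference in the RAS effect between series had a median of −1.88 over 10 genes (adjusted camera p 0.0283, over 14 tests of differences) and that in the loss effect 0.65 (adjusted camera p 0.202). Most chemokine genes of the list, among them Ccl6, lie in a cluster on chromosome 11 with close paralogs, so single genes there are uncertain.

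Interferon response genes moved apart in the medians of the 2 series, but not in every line. With RAS 61 of 64 were higher in the S6K1 series (median 0.95, adjusted camera p 0.00113), with 1 passing in edgeR over all genes, 1 when adjusted over the list alone and 28 with the replicate block. The median was 0.66 without WT RAS replicate 2 and 0.70 without WT RAS replicate 1, and camera did not pass in either fit. By contrast, 55 of 62 were lower with RAS in the S6K1/S6K2 series (median −0.77, adjusted camera p 7.36e-08, 12 passing over all genes and 9 over the list alone), and the median was −1.89 without WT RAS replicate 1. Fry with the replicate block passed for neither RAS effect (adjusted p 0.123 and 0.266). In the S6K1 series mean log2 CPM of the list rose with RAS in replicates 1 and 2 and fell in replicate 3 (4.16 to 3.87). In the S6K1/S6K2 series it rose in replicate 1 (4.10 to 4.61) and fell in replicates 2 and 3. The difference in the RAS effect had a median of −1.71 over 64 genes (adjusted camera p 2.76e-16). S6K1 loss lowered all 64 genes (median −1.86, adjusted camera p 3.08e-37). None passed over all genes in edgeR, 56 had an unadjusted p under 0.05, the same number passed when adjusted over the list alone, and 55 passed over all genes with the block, where fry gave an adjusted p of 0.0328. With loss of both kinases 61 of 62 were lower (median −1.19, also with 4 genes set at their bound, adjusted camera p 3.32e-25). None passed over all genes or over the list alone, and 27 had an unadjusted p under 0.05. That median was −0.20 without WT RAS replicate 1. The loss effects differed by a median of 0.44 (adjusted camera p 2.88e-07).

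ERK output genes, which report on signalling downstream of RAS, rose with RAS in both series (medians 1.18 and 1.89, adjusted camera p 1.11e-10 and 4.03e-09, adjusted fry p 0.000459 and 0.000326). In edgeR 16 of 20 passed over all genes in each series, and 19 and 17 when adjusted over the list alone. With loss their medians were 0.03 and 0.05 (adjusted camera p 0.621 and 0.262). Other SASP genes rose with RAS (medians 0.43 and 1.27, adjusted fry p 0.00541 and 0.000419), with 13 and 22 of 33 passing over all genes and 17 and 23 over the list alone, and moved with loss by 0.19 and 0.09 (adjusted camera p 0.0281 and 0.295). The RAS effect on this list differed between series by a median of 0.30 (adjusted camera p 0.00951). Cell cycle genes were lower with RAS (medians −0.36 and −1.05, adjusted camera p 3.63e-06 and 1.10e-11), with 4 and 29 of 61 passing over all genes and 4 and 42 over the list alone. They were lower with S6K1 loss (median −0.46, adjusted camera p 9.88e-25, 60 of 61 genes lower), whereas after loss of both kinases the median was −0.02 (adjusted camera p 0.271), and 0.0016 in the fit without a filter. The series differed in the RAS effect on cell cycle genes by a median of −0.72 (adjusted camera p 9.58e-12) and in the loss effect by 0.44 (adjusted camera p 1.49e-15). NF-κB targets had medians of 0.13 and −0.03 with RAS (adjusted camera p 0.0694 and 0.541) and −0.31 and −0.11 with loss (adjusted camera p 0.000106 and 0.0115). DNA sensing genes had medians of 0.20 and 0.02 with RAS (adjusted camera p 0.0824 and 0.680) and −0.10 and −0.04 with loss (adjusted camera p 0.000307 and 0.0414). For RAS in the S6K1 series camera passed for both lists with the replicate block (adjusted p 0.0311 for NF-κB and 0.00871 for DNA sensing, where 12 genes of each list passed over all genes), without a filter (0.0307 and 0.0170) and with at least 10 counts in every library (0.0343 and 0.0439), and blocked fry passed for DNA sensing (0.0156) and not for NF-κB targets (0.0625). Under the filter-free fit the RAS median of DNA sensing in the S6K1/S6K2 series was −0.03. For RAS, 6 and 11 NF-κB targets passed over all genes and 7 and 13 over the list alone, against 2 and 3 and then 1 and 1 for DNA sensing. In the loss comparisons no gene of these 5 lists passed over all genes or over the list alone without the replicate block. With the block 9 DNA sensing, 4 cell cycle, 3 NF-κB, 3 other SASP and 0 ERK output genes passed over all genes with S6K1 loss, and fry passed for DNA sensing alone (adjusted p 0.0142). At an unadjusted p under 0.05 there were, with S6K1 loss, 1 ERK output, 5 other SASP, 22 cell cycle, 7 NF-κB and 8 DNA sensing genes, and with loss of both kinases 0, 1, 0, 1 and 3.

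**Figure D3:**
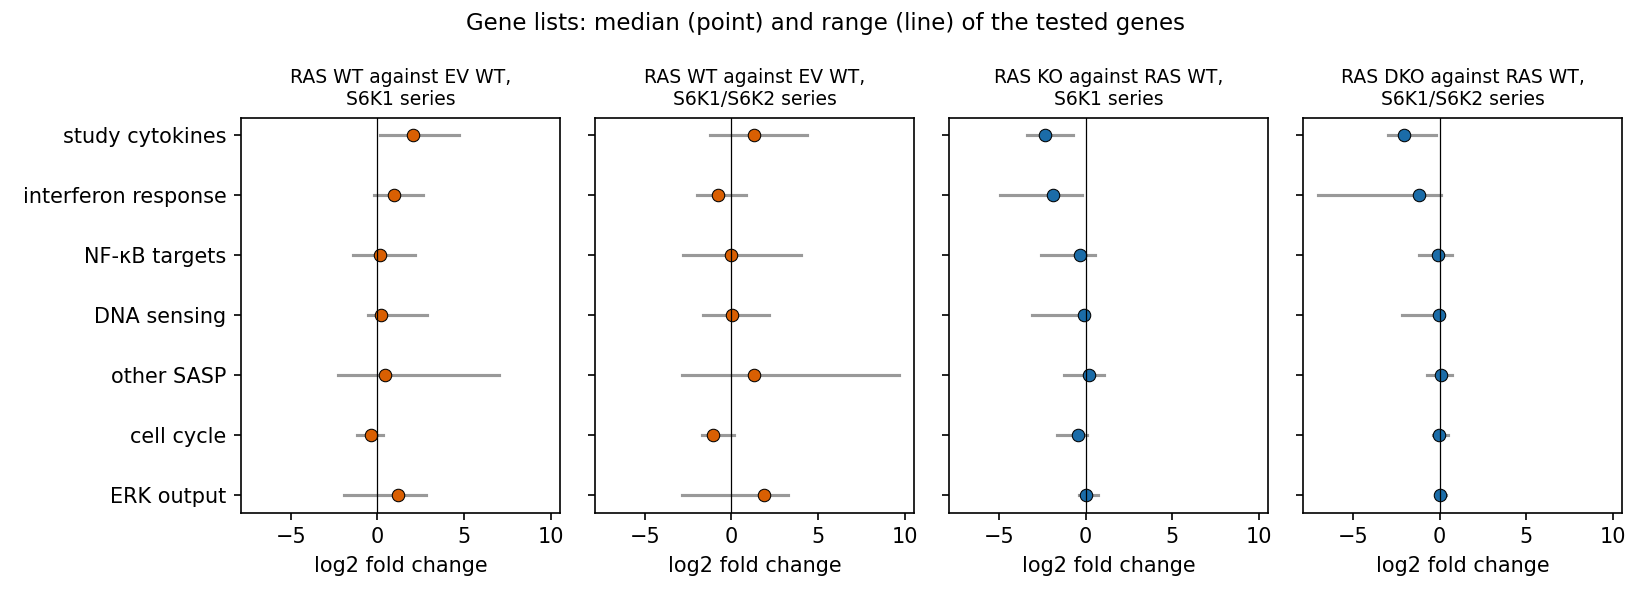
Median (point) and range (line) of the log2 fold change (x axis) of the tested genes of each list (y axis) in the 4 comparisons. The cytokine and interferon medians lie at −1.19 or lower in both loss comparisons, while the interferon median with RAS is 0.95 in the S6K1 series and −0.77 in the S6K1/S6K2 series.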

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

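The counts of single genes that differ between series were fixed beforehand. The other tests in this part were chosen after the results were seen. For the RAS effect fry was taken with the replicate block, as EV and RAS libraries of a number share a line, and for the loss effect without it, as the numbers do not pair DKO with WT lines. The 2 series were separate experiments with cells from different matings, so for each difference between series below a batch effect cannot be told apart from a difference between the cultures, and the parents of the embryos stay open as an untested biological difference. Both WT groups have the same nominal genotype, so parents, litter and sex are the biological causes left open for a difference in the RAS effect. Replicate 1 of WT EV and WT RAS in the S6K1/S6K2 series had female markers. The WT libraries of the S6K1 series had male markers. The part of sex in these differences was not tested.

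The RAS effect differed between series for 4 gene lists by camera, whose preset correlation lets line differences count as signal. For the study's cytokine list the median log2 difference was −1.88 (S6K1/S6K2 series minus S6K1 series). Lines whose cytokine genes vary together are argued against as the whole cause by fry with the replicate block, which removes differences between numbered pairs (adjusted p 0.000689), although fry without the block gave 0.647. A single library remains open, since the median was −0.86 without WT EV replicate 1 of the S6K1/S6K2 series and camera lost its call in 6 of 12 fits that each left out one library. The level of macrophage marker genes as a covariate left −1.55, but fry did not pass in that fit (unadjusted p 0.0539), so macrophage content cannot be told apart from a change beyond it. With at least 10 counts in every library the median was −1.41 and the adjusted camera p 0.0540, against 2.83e-02 in the first fit.

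For the interferon list the median difference was −1.71. Blocked fry gave an adjusted p of 0.0874, so lines that differ in all these genes at once may account for it. No single library did, as the value nearest 0 was −1.32 without WT RAS replicate 3 of the S6K1/S6K2 series, and it was −2.73 without WT RAS replicate 1 of that series. With the macrophage score in the fit it was −1.73, so the median did not shrink, but fry did not pass in that fit (unadjusted p 0.0920) and a contribution of macrophages cannot be told apart from line differences.

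Other SASP genes had a median difference of 0.30. Here fry with the block passed (adjusted p 0.0326, and 0.561 without the block), the median with the macrophage score was 0.43 (unadjusted fry p 0.0336), and the value nearest 0 was 0.23 without WT EV replicate 1 of the S6K1 series. These values argue against lines that vary together and a single library as the whole cause, although camera did not pass without that library (adjusted p 0.108). The median did not shrink with the macrophage score, but the fry p there was unadjusted and without the block. Macrophage content therefore stays open. The median was 0.60 without WT EV replicate 3 of the S6K1/S6K2 series. A batch difference between the series remains open, so no biological explanation is offered.

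Cell cycle genes had a median difference of −0.72 in the RAS effect. Blocked fry gave 0.274, so line differences may account for it. The median was −0.72 also with the macrophage score, but fry did not pass there (unadjusted p 0.145), so macrophage content cannot be told apart from line differences. It was −0.36 without WT EV replicate 2 of the S6K1/S6K2 series and −1.10 without WT RAS replicate 1 of that series, and camera passed in all 12 such fits.

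The loss effect differed between series for the interferon list (median 0.44) and for cell cycle genes (median 0.44). Fry gave adjusted p values of 0.722 and 0.647, so lines that vary together may account for both. With the macrophage score the medians were 0.33 and 0.40, with unadjusted fry p values of 0.601 and 0.309, so the share owed to macrophages cannot be told apart from line differences. The interferon difference was 0.11 without WT RAS replicate 2 of the S6K1 series, and 1.44 without WT RAS replicate 1 of the S6K1/S6K2 series. The camera call held in all 12 such fits (adjusted p of 0.0137 or less), so single libraries set the size of this difference and not its direction. The cell cycle difference went from 0.25 without WT RAS replicate 1 of the S6K1 series to 0.82 without WT RAS replicate 1 of the S6K1/S6K2 series.

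Rps6kb2 differed in the loss effect by −3.11 on the log2 scale. It was targeted only in the DKO cells, so the design itself gives this difference. It was the single gene past the threshold, and 1 of the 10 assignments of the 6 numbered pairs to the series gave as many genes. For the RAS effect 10 of 10 assignments gave as many genes, because the count was 0, with 1819 genes at an unadjusted p under 0.05.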

How the results depend on the processing

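The alternatives were chosen before the data were seen, except those for list differences, which were chosen after. Alternatives other than leaving out a library changed the count of genes as follows. For RAS in the S6K1 series the replicate block gave 5085 genes and a log2 fold change of at least 1 gave 1178. For S6K1 loss DESeq2 gave 63 (11 higher, 52 lower), no filter 108 (15 higher, 93 lower), the replicate block 583, all 18 libraries 4, and the 6 compared libraries alone 0, with 844 genes at an unadjusted p under 0.05. For RAS in the S6K1/S6K2 series a log2 fold change of at least 1 gave 1995. For loss of both kinases DESeq2 gave 10, no filter 11 and all 18 libraries 7. The replicate block gave 8, all lower, including 2 of the 3 genes called without it, but these numbers did not pair DKO with WT lines (correlations 0.287, 0.424 and −0.0287, and the controls were not littermates), and blocked fry gave an adjusted p of 0.0049 for the cytokine list there. For the difference in the RAS effect DESeq2 gave 143 (90 higher, 53 lower) and the replicate block 58. A log2 limit lowers a count by its construction, and on simulated data DESeq2 had 19.9% and 21.1% false calls at a fold of 4, while at a fold of 2 it recovered 62% and 58.5% of changed genes against 23% and 35.5% in edgeR. With simulated line differences, where a gain from the block was built in, 97.5% of changed genes were recovered with the replicate block and 48% without it. Whether this accounts for the blocked counts here was not tested, nor was the cause of the other changes. Scaling moved the median of all genes by less than 0.1 in each comparison (most by upper quartile for RAS in the S6K1/S6K2 series, from −0.02 to −0.07). The share of higher genes for loss of both kinases was 0% by upper quartile and 33.3% otherwise.

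The share of RAS-raised genes lower after S6K1 loss was 48.8% with the replicate block. With an estimated correlation or fry, the cytokine and interferon lists lost their calls in camera. These alternatives change the p value alone, so the medians are the same by construction. The medians and adjusted p values, estimated correlation first, were 2.05 (0.566 and 0.355) and 0.95 (0.708 and 0.507) for RAS in the S6K1 series, −2.36 (0.275 and 0.275) and −1.86 (0.275 and 0.275) for S6K1 loss, and −2.06 (0.162 and 0.275) and −1.19 (0.275 and 0.355) for loss of both kinases. The interferon list with RAS in the S6K1/S6K2 series had −0.77 (0.542 and 0.275). The first alternative is camera with the correlation of a list's genes taken from the data, where the preset was 0.01. Fry also allows these genes to vary together, but it tests a list by itself, while camera sets it against the other genes. In the S6K1/S6K2 series the cytokine median with at least 10 counts in every library was 0.0026 with RAS and −0.39 with loss, and without a filter 0.30 and −1.86. The direction reversed without a filter for DNA sensing with RAS in the S6K1/S6K2 series (−0.032) and for cell cycle genes in DKO (0.0016, and 0.020 with the replicate block), and for Cxcl10 with RAS in the S6K1/S6K2 series with DESeq2 size factors (0.0036) and DESeq2 (0.0043), against −0.01. The cause was not tested. Among other results, 23 tests of other lists became weaker and 6 stronger, 13 tests of list differences became weaker, and for named genes 1 test became weaker and 25 stronger. The replicate block accounted for 22 of the stronger tests. It also brought the adjusted camera p of 3 further list differences under the threshold, which were the cytokine loss difference (0.00704), the DNA sensing RAS difference (0.0357, blocked fry 0.0475) and the DNA sensing loss difference (0.0345). The loss differences carry the unpaired DKO numbers. For Rps6kb1 in KO the adjusted p was 0.234 in edgeR, 8.06e-07 in DESeq2, 0.000101 with the block and 0.00235 over 18 libraries.

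Leaving out each library in turn gave 1043 to 1818 genes for RAS in the S6K1 series, with 1043, 1136 and 1185 without WT RAS 2, WT EV 2 and WT RAS 1. It gave 0 to 22 for S6K1 loss (22 without WT RAS 3), 2050 to 4199 for RAS in the S6K1/S6K2 series and 1 to 2 for loss of both kinases, with 1 in 5 of 6 fits. The difference in the RAS effect ranged from 0 to 290 genes, with 290 without WT EV 3 of the S6K1/S6K2 series, 18 without WT EV 3 of the S6K1 series and 2 in each of 2 others. It was 0 in 8 fits, with 1166 to 2135 genes at an unadjusted p under 0.05. The correlation of loss effects went from −0.0777 to 0.293. Shares of RAS-raised genes lower after loss went from 34.98% to 59.3% in the S6K1 series and from 44.4% to 71.9% in the S6K1/S6K2 series. Medians of the cytokine list ranged from 1.38 to 2.60 with RAS (1.38 and an adjusted camera p of 0.0862 without WT RAS 2) and −3.02 to −1.74 with loss in the S6K1 series, and from −0.44 to 2.13 and −2.50 to −0.64 in the S6K1/S6K2 series. Both −0.44 and −0.64 were without WT RAS 1. The interferon list ranged from 0.66 to 1.40 (0.66 and 0.70, both without a camera call, without WT RAS 2 and WT RAS 1), −2.65 to −1.50, −1.89 to −0.47 and −1.50 to −0.20 in the same order. The cause was not tested.

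Directions that reversed without one library had these ranges. Cell cycle genes in DKO went from −0.22 to 0.36, ERK output from −0.026 to 0.086 in DKO and −0.047 to 0.091 in KO, NF-κB targets from −0.25 to 0.011 in DKO and −0.12 to 0.0077 with RAS in the S6K1/S6K2 series, DNA sensing with RAS there from −0.11 to 0.075, and other SASP in DKO from −0.023 to 0.23. Among genes, Ccl9 with RAS in the S6K1/S6K2 series went from −0.44 to 2.13, Cxcl10 from −1.56 to 0.47, Cdkn1a with RAS in the S6K1 series from −0.011 to 0.094, Vcam1 from −0.063 to 0.40, Cdkn2a from −0.028 to 0.27 in KO and −0.037 to 0.056 in DKO, and Rps6kb2 in KO from −0.12 to 0.033. Dhx40 in KO kept its direction, −1.15 to −1.05, and its call in 1 of 6 fits. Rps6kb1 in DKO lost its call in 5 of 6 fits and ENSMUSG00000093483 in 6 of 6. In all, leaving out a library made 6 tests of other lists weaker and 8 stronger, 20 tests of named genes weaker and 4 stronger, and 7 tests of list differences weaker. Depth limits Il1a, Il1b, Cxcl9 and Pecam1 in both series and Ccl3, Ccl4, Ccl5 and Cxcl2 in the S6K1/S6K2 series, which were too low to test.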

Other observations

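The counts of other splits, the macrophage markers as a test of the cytokine list and the test of genes near the targeted loci were chosen before their results were seen. The fits with the marker score, the blocked splits, the correlation with the marker score and the removal of Ccl and Slfn genes were chosen after the result was seen.

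The lower cytokine and interferon levels after loss of S6K1 went together with lower levels of macrophage marker genes. Head and viscera were taken off the embryos in the study, and whether the cultures held macrophages beside fibroblasts was not measured. All 29 markers were lower in KO RAS than in WT RAS (median log2 fold change −2.20, adjusted camera p 1.92e-21 over the marker tests). Of these, 28 passed when adjusted over the list alone and 28 over all genes with the replicate block. None passed over all genes in edgeR without the block, where 28 had an unadjusted p under 0.05. Mean log2 CPM of the marker list fell in each of the 3 pairs (−2.15, −2.51 and −1.48), although Aif1 rose in pair 3, from 0.403 to 0.676 CPM. The adjusted fry p was 0.311, and 0.00139 with the block, so the fall in markers itself rests on the pairing of lines. No marker is shared with a list of the report, but 14 of 29 were at 1 CPM or more even in the library with the lowest score, DKO RAS replicate 2. The most abundant marker, Lyz2, was at 1939, 1872 and 397 CPM in the WT RAS libraries and at 464, 420 and 143 CPM in KO RAS, scaled over 18 libraries. Mpeg1 was at 382, 371 and 84.7 CPM and at 87.9, 69.1 and 25.01 CPM, and C1qb at 345, 234 and 45.9 CPM and at 67, 31.3 and 14.3 CPM. With the marker score in the fit the median of the cytokine list went from −2.36 to −0.19 (unadjusted p 0.584 in camera and 0.862 in fry). That of the interferon list went from −1.86 to −0.26 (unadjusted p 0.000366 in camera and 0.578 in fry). A candidate explanation is therefore that KO cultures held fewer macrophages. Other readings stay open. The KO embryos or cultures may yield fewer macrophages because of S6K1 loss, or S6K1 loss may lower these genes within cells. The score is measured on the same libraries, so a fit with it cannot order cause and effect, and it takes out any difference between lines that runs along with it. The median of cell cycle genes, for example, went from −0.46 to −0.15. With RAS in the S6K1 series the markers moved by 0.11, while the cytokine list rose by 2.05, so the rise with RAS had no matching rise in markers.

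Genes called lower in KO with the replicate block followed the marker score in libraries not used for the call. Over the 6 WT libraries of the S6K1/S6K2 series, the median within-group correlation with the score was 0.877 for 476 of these genes, −0.385 for 77 genes higher in KO and −0.0614 for 13409 other genes. These 6 libraries come from 3 lines, so the value describes them and has no p. On the second principal component, the median percentile of the size of gene loadings was 99.7 for the markers, 99.1 for the cytokine list and 97.3 for the interferon list.

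In the S6K1/S6K2 series the markers were lower in DKO RAS for 28 of 28 tested genes (median −1.89, adjusted camera p 3.35e-13, adjusted fry p 0.740, 0 passing in edgeR over the list alone and 3 at an unadjusted p under 0.05). Lyz2 was at 536, 103 and 154 CPM in WT RAS and at 122, 29.02 and 41.2 CPM in DKO RAS. With the score in the fit the cytokine list was at −0.72 (unadjusted p 0.00354 in camera and 0.114 in fry), so a lower macrophage share may account for much of the change. The interferon list went from −1.19 to −0.68 (unadjusted p 3.32e-09 in camera and 0.331 in fry). Here the remaining change cannot be told apart from line differences, with 1 covariate and 9 libraries. These WT embryos had other mothers than the DKO embryos, a biological difference that was not tested.

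Other marker lists did not move alike. With loss, the medians in KO and DKO were 0.05 and 0.18 for endothelial, −0.47 and −0.54 for muscle, 0.19 and −0.10 for epithelial, 0.04 and 0.14 for neural and −0.71 and −0.11 for sex markers. Few genes stand behind these values, in the S6K1 and S6K1/S6K2 series 10 and 9 endothelial, 5 and 4 muscle, 4 and 4 epithelial, 2 and 1 neural and 4 and 5 sex genes, so the neural value is a single gene in the second. With RAS, the medians in the S6K1 and S6K1/S6K2 series were −0.29 and 0.36 for endothelial, 0.22 and 2.25 for muscle, 0.00 and −0.95 for neural and −0.45 and −0.13 for sex markers. The macrophage median with RAS in the S6K1/S6K2 series was −0.77. Epithelial markers rose with RAS, by 4.02 and 4.46, or 3.29 and 2.90 with genes at their bound. The lower sex markers in KO go with KO RAS replicate 3, where Ddx3y was at 0 CPM, against 64.4 and 86.2 CPM in replicates 1 and 2. No explanation of the other values was tested.

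Genes near the targeted Rps6kb1 locus changed more often than others. The test was set for genes past the threshold. In the fits without the replicate block, apart from the targeted genes, only 1 such gene lay near a locus after S6K1 loss. None did after loss of both kinases, so genes at an unadjusted p under 0.05 were counted instead. Within 5 Mb of Rps6kb1, 31 of 94 genes (32.98%) had an unadjusted p under 0.05 after S6K1 loss, against 6.77% of 13169 elsewhere (Fisher's exact test, two-sided, p 7.76e-14, with genes not independent). The region holds Ccl and Slfn genes, among them Ccl2, Ccl3, Ccl4, Ccl5, Ccl6, Ccl9 and Ccl12 of the study's cytokine list. For these genes an effect of the locus cannot be told apart from the macrophage and interferon signals. This limit also holds for their part in the fall of the cytokine list with loss. Cxcl10 and Vcam1, which lie on other chromosomes, were also lower with loss. Without Ccl and Slfn genes the share was 23.1% of 78 genes (Fisher's exact test, p 4.10e-06). Near Rps6kb1 or Rps6kb2, 14 of 248 genes (5.65%) changed after loss of both kinases, against 1.17% of 12880 (Fisher's exact test, p 2.92e-06). Without Ccl and Slfn genes the share was 3.39% of 236 (p 0.00810). All 14 genes lie near Rps6kb1, so the pooled share shows no such change near Rps6kb2. Of 87 genes near Rps6kb1 tested in both series, 12 were past an unadjusted p of 0.05 in both, of which 6 are Ccl or Slfn genes. Of the other 6, chosen after their values were seen, 4 were lower in both, namely Dhx40 (−1.08 in KO and −1.02 in DKO), 4632419I22Rik (−0.64 and −0.68), Acaca (−0.54 and −0.50) and Gm15698, and 2 were higher in both, Tbx2 (0.71 and 0.80) and Cuedc1 (0.32 and 0.30). The shares without Ccl and Slfn genes are consistent with DNA of another strain around the targeted allele, carried along through breeding. An effect of the targeting itself on its neighbours stays open, as do lower counts from strain variants, since no reads were analysed here. Dhx40, the single gene called after S6K1 loss without the block, lies in this region.

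For the counts of changed genes, 1 of the 10 splits of the 6 libraries gave as many genes as the real one in each of the 4 comparisons, which with 3 libraries per group is the lowest share possible. The other splits called 0 genes. Their numbers of genes at an unadjusted p under 0.05 ranged from 33 to 2797 for RAS in the S6K1 series, 19 to 4433 for S6K1 loss, 77 to 1961 for RAS in the S6K1/S6K2 series and 34 to 1046 for loss of both kinases. With real values of 963 and 179 genes, both loss comparisons were exceeded by other splits. For S6K1 loss these were the splits with 1045 and 4433 genes. For loss of both kinases only the splits with 34 and 141 genes were lower than the real one. The split with 4433 genes put KO replicate 1 with WT replicates 1 and 2, the libraries with the 3 highest macrophage scores of these 6 (4.35, 6.50 and 6.31). Of the 4 splits that part all 3 numbered pairs, 1 gave as many genes as S6K1 loss with the replicate block, and the others called 0 genes with 102 to 1708 at an unadjusted p under 0.05. Among the splits without the block, those that part all 3 pairs reached 148 genes at most for RAS in the S6K1 series, 519 for S6K1 loss, 448 for RAS in the S6K1/S6K2 series and 673 for loss of both kinases.

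Sex genes differed between libraries within groups. Xist, which is expressed in female cells, was at 395 CPM in KO RAS replicate 3 of the S6K1 series, and at 572, 340 and 339 CPM in replicate 1 of WT EV, WT RAS and DKO RAS of the S6K1/S6K2 series. The other libraries of the S6K1 series had at most 0.247 CPM of Xist and at least 64.4 CPM of the Y-linked Ddx3y. DKO RAS replicate 1 also had 3.67 CPM of Ddx3y and 2.51 CPM of Eif2s3y, and replicate 3 of WT EV and WT RAS in the S6K1/S6K2 series had 7.91 and 4.61 CPM of Xist beside 108 and 87.8 CPM of Ddx3y. The third S6K1 pair therefore set a KO culture with female markers against a WT culture with male markers. Without KO RAS replicate 3 all libraries of the S6K1 series have male markers, and the medians with S6K1 loss were then −1.74 for the cytokine list and −1.50 for the interferon list, so these falls do not rest on this difference in sex. Its part in other genes was not tested.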
